# Enhanced *Botrytis cinerea* Resistance of Arabidopsis Plants Grown in Compost May Be Explained by Increased Expression of Defense-Related Genes, as Revealed by Microarray Analysis

**DOI:** 10.1371/journal.pone.0056075

**Published:** 2013-02-06

**Authors:** Guillem Segarra, Gabriel Santpere, Georgina Elena, Isabel Trillas

## Abstract

Composts are the products obtained after the aerobic degradation of different types of organic matter waste and can be used as substrates or substrate/soil amendments for plant cultivation. There is a small but increasing number of reports that suggest that foliar diseases may be reduced when using compost, rather than standard substrates, as growing medium. The purpose of this study was to examine the gene expression alteration produced by the compost to gain knowledge of the mechanisms involved in compost-induced systemic resistance. A compost from olive marc and olive tree leaves was able to induce resistance against *Botrytis cinerea* in Arabidopsis, unlike the standard substrate, perlite. Microarray analyses revealed that 178 genes were differently expressed, with a fold change cut-off of 1, of which 155 were up-regulated and 23 were down-regulated in compost-grown, as against perlite-grown plants. A functional enrichment study of up-regulated genes revealed that 38 Gene Ontology terms were significantly enriched. Response to stress, biotic stimulus, other organism, bacterium, fungus, chemical and abiotic stimulus, SA and ABA stimulus, oxidative stress, water, temperature and cold were significantly enriched, as were immune and defense responses, systemic acquired resistance, secondary metabolic process and oxireductase activity. Interestingly, *PR1* expression, which was equally enhanced by growing the plants in compost and by *B. cinerea* inoculation, was further boosted in compost-grown pathogen-inoculated plants. Compost triggered a plant response that shares similarities with both systemic acquired resistance and ABA-dependent/independent abiotic stress responses.

## Introduction

Modern agriculture relies on inputs obtained from outside the farming system, such as chemical fertilizers, pesticides and substrates [1]. Expanded perlite is widely used for growing plants instead of soil, along with other substrates like peat, vermiculite and coconut fiber. As these materials are usually very poor in nutrients and microorganisms, they are regarded as easy to work with, as nutrition is supplied by adding standardized chemical fertilizers, and are basically pathogen-free. However, they also lack beneficial and saprophytic micro-organisms and, due to the lack of competition, the occasional intrusion of a pathogen usually leads to the spread of the disease [2].

Composts are the products obtained after the aerobic degradation (composting) of several different types of organic matter waste that can be used as substrates or substrate/soil amendments. These products are rich in nutrients and micro-organisms and may improve plant growth and health, so reducing the use of agrochemicals [3]. In addition, they are a sustainable alternative to standard substrates such as organic peat or inorganic perlite [4]. Certain composts are described as suppressive of soil-borne pathogens, as against standard substrates that tend to favor them. This suppressive quality was described as a combination of effects, including the competition and antibiosis produced by micro-organisms, the degree of degradation of the organic matter and the presence of inhibiting compounds and pH, among other factors [5]. Furthermore, there are a small but growing number of reports suggesting that foliar diseases are reduced when compost is used as a growing medium. Since the compost is not in direct contact with the pathogen, plant-mediated mechanisms appear to be the most suitable explanation. A common reaction of plants to biotic and abiotic stresses is the enhancement of basal resistance, which is often called induced resistance. The two archetypal cases of induced resistance are systemic acquired resistance (SAR) and induced systemic resistance (ISR). In SAR [6], the attack of a pathogen triggers defense responses, a local signal travels systemically and the entire plant increases its resistance to future attacks from various pathogens. SAR requires salicylic acid (SA) [7] and is related to the induction of pathogenesis-related (PR) proteins [8]. ISR is triggered by the inoculation of the plant with certain beneficial micro-organisms; the plant is stimulated to respond more quickly and intensely when the plant is attacked by a pathogen, but no gene expression changes are detected prior to pathogen infection [9]–[11]. ISR is dependent on jasmonic acid (JA) and ethylene (ET) [12]. It has been claimed that foliar disease reduction by composts is mediated by induced resistance [13], [14]. There are a small number of reports in the literature on compost-induced resistance. As several plant species and pathogens were used in these studies, the results are difficult to compare and are not always consistent. The first report on Arabidopsis by Zhang *et al.* [14] described compost-induced resistance that involved the strengthening of resistance responses after infection rather than their direct activation, as observed in beta-D-glucuronidase (GUS) activity driven by a *PR2* (beta-1,3-glucanase) gene promoter in transgenic compost-grown Arabidopsis plants. In contrast, Vallad *et al.* [13] described compost-induced resistance that was not operative in *npr1* Arabidopsis plants and was associated with increases in *PR1* and *PR2* induced by the compost itself, even though the effect of a subsequent challenge from the pathogen on gene expression was not studied. In addition, compost extracts applied as root treatments enhanced not only the expression of the pathogenesis-related genes CABPR1, CABGLU, CAChi2, CaPR-4, CAPO1 and CaPR-10 in pepper and PR1-1a, PR-2, PR-3 and APOX in cucumber, but also the activity of beta-1,3-glucanase, chitinase and peroxidase and the generation of hydrogen peroxide in pepper and cucumber under pathogen-inoculated conditions, but not under pathogen-free conditions [15].

The importance of the role of abscisic acid (ABA) and abiotic stress in plant pathogen interactions is gaining recognition and novel findings suggest crosstalk between their signaling pathways [16]. It is interesting to note that the salinity level of certain composts used as substrate correlated with the level of *Botrytis cinerea* resistance in cucumber plants [17]. Low temperature and dehydration are adverse environmental conditions that affect plant growth and productivity. Many genes that respond to both stresses at the transcriptional level have been described. Their gene products are thought to function in stress tolerance and response, even though these stresses are quite different [18]. Abiotic stress signal transduction pathways from signal perception to gene expression involve different *cis* and *trans*-acting elements. The basic leucine zipper factors, AREB/ABF and MYC/MYB proteins, activate the major ABA-dependent stress response through their corresponding *cis*-acting elements (ABREs, MYCRS and MYBRS, respectively). The DREB (drought responsive element binding) proteins activate the stress response through their *cis*-acting elements (DREs), in an ABA-independent manner. NAC play a role in both ABA-independent and ABA-dependent pathways. However, the ABA-dependent and ABA-independent pathways act in parallel and also interact, thereby providing added coordination between stress signals and ABA in the regulation of stress-responsive genes [19].

Preliminary results suggested that a compost from olive marc and olive tree leaves induced resistance against *Botrytis cinerea* in Arabidopsis. The purpose of this study was to unravel the gene expression alteration produced by the compost to gain knowledge about the mechanisms involved in compost-induced systemic resistance.

## Materials and Methods

### Plant material

Perlite and olive marc compost (OMC) were used as substrates. OMC was produced at the University of Seville (Spain), starting from a 1∶1.125 mixture of olive marc and olive tree leaves composted in piles for 19 weeks and then matured for one year. OMC pH was 7.9 and electrical conductivity was 1.0 dS/m. *Arabidopsis thaliana* Col-0 plants were grown in perlite trays in a growth chamber at 22°C, 70% RH and 8 h/day of 110 µmol m^−2^ s^−1^ PPFD. 17 days later, plants were transplanted to individual 60-mL pots containing either OMC or perlite and were randomly distributed in the growth chamber. The plants were watered with half-strength Hoagland solution (electrical conductivity was 1.7 dS m^−1^) every other day and maintained until they were 5 weeks old.

### Pathogen inoculation

*Botrytis cinerea* stored in silica gel was grown in a vegetable medium for 3 weeks at 22°C in a growth chamber with 16 h/day of 85 µmol m^−2^ s^−1^ PPFD. A vegetable medium was prepared by cooking 500 g of a commercial frozen mix of potato, carrot and beans in water. The boiled vegetables and cooking water were homogenized with a kitchen blender, the volume was brought to 1 L and 150 mL of the mixture plus 7.5 g of agar were used to prepare 500 mL of vegetable medium. Conidia were harvested in inoculation buffer containing 0.5 g L^−1^ glucose and 0.5 g L^−1^ KH_2_PO_4_ and conidia concentration was adjusted to 10^6^ conidia mL^−1^. One 3-µl drop of conidia suspension was applied to alternate mature leaves. Five plants grown in perlite and five plants grown in OMC were inoculated with the pathogen. The same numbers of plants were treated with buffer without conidia (control plants). After inoculation, plants were randomly distributed and kept at 100% RH. 3 days later, the plants were harvested for RNA extraction and the percentage of diseased leaves was recorded. The experiment was performed twice. Variance was homogeneous and thus data from the two experiments were combined. Significant differences were examined by analysis of variance (*P*<0.05).

### Chlorophyll fluorescence measurement

Chlorophyll fluorescence images were recorded by means of an Imaging-PAM, MICRO-version (Walz, Effeltrich, Germany), a chlorophyll fluorometer that provides all relevant chlorophyll fluorescence parameters, using the saturation pulse method. After 20 min of dark adaptation of the leaves, minimum fluorescence (Fo), maximum fluorescence (Fm) and maximum quantum yield of PSII photochemistry (Fv/Fm) (equivalent to (Fm–Fo)/Fm) were obtained [20]. Three replicates were used per experiment and the experiment was performed twice. Variance was homogeneous and thus data from the two experiments were combined. Significant differences were examined by analysis of variance (*P*<0.05). The two factors and their interaction were significant in the statistical analysis. For this reason a Duncan's multiple-range test was applied to detect the significant differences (*P*<0.05).

### Microarray

RNA was extracted from samples ground under liquid nitrogen by using SpeedTools Total RNA Extraction kit (Biotools, Madrid, Spain), according to the manufacturer's instructions. RNA quality and quantity were checked with a NanoDrop ND-1000 spectrophotometer and an Agilent 2100 Bioanalyzer. Samples were prepared according to the protocols outlined in the GeneChip Expression Analysis Technical Manual and hybridizations to the Affymetrix Arabidopsis Genome ATH1 Array were performed at the Functional Genomics Core Facility, Institute for Research in Biomedicine (Barcelona, Spain). Overall gene expression of plants grown in compost (3 biological replicates) was compared with expression of plants grown in perlite (2 biological replicates). The array data was standardized through the RMA (Robust Multichip Average) algorithm [21]; and differential expression analysis was performed by Limma (Linear Models for Microarray Data), which is a package for the R computing environment [22]. The microarray data were deposited at GEO (Gene Expression Omnibus) at the National Center for Biotechnology Information (NCBI) http://www.ncbi.nlm.nih.gov/geo/ with the accession number GSE42149.

### RT-qPCR

RNA extracted as mentioned above was converted to cDNA using oligo-dT20 primers, dNTPs and SuperScript III reverse transcriptase (Invitrogen, Alcobendas, Spain), according to the manufacturer's instructions. Quantitative PCR reactions took place in 384-well plates in an Applied Biosystems 7900HT Fast Real-Time PCR system, using Power SYBR Green PCR master mix (Applied Biosystems, Alcobendas, Spain), according to the manufacturer's instructions. Expression of *At1g15520*, *At1g19250*, *At4g19420*, *At2g30770*, *At2g43570*, *At1g45145*, *At5g59320*, *At3g61060*, *At1g73805* and *At2g14610* genes was corrected with the constitutively expressed reference gene *At1g13320* (*At1g13320fw*, TAA CGT GGC CAA AAT GAT GC; *At1g13320rev*, GTT CTC CAC AAC CGC TTG GT) [23]. Specific primers for all studied genes are reported in Table 1. Corrected expression levels were compared to those of control plants grown in perlite (set at 1). Significant differences were examined by analysis of variance (*P*<0.05). The two factors and their interaction were significant in the statistical analysis of all genes. For this reason a Duncan's multiple-range test was applied to detect the significant differences (*P*<0.05).

**Table 1:** Changes in gene expression estimated by microarray hybridization and by quantitative real-time reverse transcription-polymerase chain reaction (RT-qPCR).

*Arabidopsis thaliana* locus	Gene symbol	Primer F	Primer R	Fold change average*	
				Micro-array	RT-qPCR
*At5g59320*	*LTP3*	5′-CATTTCTGGTCTCAACCCAAG-3′	5′-CGACGTAAGCTTCCATTTCAC-3′	4.82	4.56
*At1g19250*	*FOM1*	5′-TGCTGTTCAGATCGGAGATTC-3′	5′-CGGTACACACAACCACGAAC-3′	3.92	2.87
*At1g15520*	*PDR12*	5′-TGATATATTCATGAAGGCGATGTC-3′	5′-TGCACAGACCTCAAGTCCTAAG-3′	3.05	2.27
*At2g43570*	*(CHI)*	5′-CATCTCCAAACGCGAAATC-3′	5′-GCTGGTCCATCAATTTCCTC-3′	2.67	2.07
*At2g14610*	*PR1*	5′-CTCGGAGCTACGCAGAACAA-3′	5′-TTCTCGCTAACCCACATGTTCA-3′	2.56	2.20
*At2g30770*	*CYP71A13*	5′-GATGTTGTGTTTGCTCCCTATG-3′	5′-TTGTTGGTGAGCAGATTGAGA-3′	2.18	3.14
*At1g73805*	*SARD1*	5′-TTGTTGTTAGAGATCATCGTGGA-3′	5′-CGAGAGGAGAGCTTCTTGTGA-3′	1.55	1.31
*At1g45145*	*TRX5*	5′-CGCCAATGAATCCAAGAAAC-3′	5′-TCTGCAAACACTGGTGCAAT-3′	1.55	1.10
*At3g61060*	*PP2-A13*	5′-ACTGGAATTGATGATCGGAGA-3′	5′-GAACATAAGCAGCTGACTGGAA-3′	−1.01	−0.84
*At4g19420*	*(PFP)*	5′-TCAAGATTAACTCCTGCAATGTGT-3′	5′-TGTTCTTTATCTGCCAAGAGTCA-3′	−1.09	−0.61

* Fold change expressed as log_2_ of expression in compost-grown plants minus log_2_ expression of plants grown in perlite.

Non-standard symbols appear in brackets.

### Functional enrichment

Functional enrichment of differentially expressed genes was analyzed by singular enrichment analysis (SEA) with the agriGO tool [24]. SEA analysis computes GO term enrichment in the selected set of genes by comparing it to the reference set (in this case, the Affymetrix ATH1 Genome Array). The statistical method used is the Fisher test. The Benjamini-Yekutieli method is used to do the multiple comparison correction.

### Transcription factor binding site enrichment

1,000 bp upstream promoter sequences of differentially expressed genes were analyzed by means of the Athena database and web interface, following the author's instructions [25]. Enrichment of transcription factor binding sites in the promoters was calculated by means of a hypergeometric probability distribution; *P*<0.05.

## Results

### Induced systemic resistance

After inoculation with the foliar pathogen *Botrytis cinerea*, Arabidopsis plants grown in compost had 22% fewer diseased leaves than plants grown in perlite (Fig. 1). As the pathogen was applied to the leaves and the substrate is only in contact with the roots, this disease reduction phenomenon associated with compost has to be systemic. In addition, plants grown in perlite and inoculated with *B. cinerea* had a smaller Fv/Fm than inoculated plants grown in compost, confirming that the plants grown in perlite were more affected by the disease (Fig. 1). Plants grown in perlite and inoculated with *B. cinerea* had lower Fv/Fm values than those of control perlite-grown plants. Interestingly, *B. cinerea* inoculation did not affect Fv/Fm in compost-grown plants.

**Figure 1:**
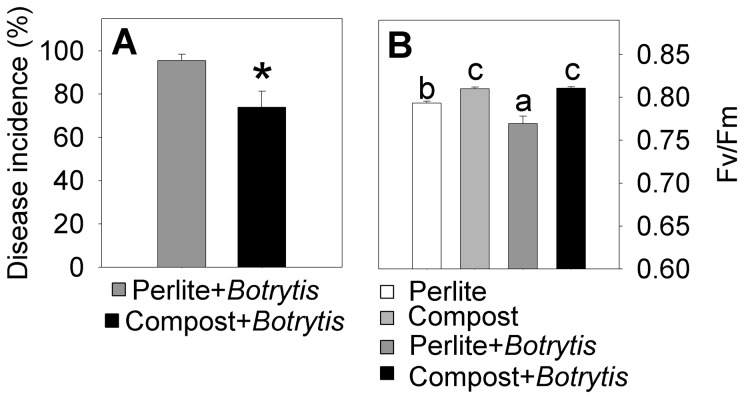
Percentage of infected leaves and Fv/Fm of Arabidopsis plants grown in perlite or compost. Percentage of infected leaves (A) and Fv/Fm (B) of Arabidopsis plants grown in perlite or compost 3 days after inoculation with *Botrytis cinerea* (3-µl drops of a 10^6^ conidia mL^−1^ suspension was applied to alternate mature leaves). Control plants were treated with buffer without conidia. Bars represent the mean ± standard error (n = 10 for percentage of infected leaves and n = 6 for Fv/Fm). An asterisk indicates significant differences (*P*<0.05) in the ANOVA test. Different letters indicate significant differences in a Duncan's multiple-range test, *P*<0.05.

### Differential gene expression revealed by microarray

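Transcript levels were measured in leaves of Arabidopsis Col-0 plants at 5 weeks of age, after growth in pots of olive marc compost or of perlite, an inert mineral substrate. The Affymetrix ATH1 array, which reads each transcript with a set of short probes, was hybridized with RNA of 3 compost-grown and 2 perlite-grown biological replicates. The sample labels describe amplification of cDNA from 25 ng of total RNA in 17 cycles, whereas the methods section refers to the manufacturer's manual. The authors normalized the arrays together by RMA and deposited log2 expression values, which were used here without further normalization. After 64 control probe sets were left out, 22746 probe sets were compared between compost and perlite with limma (lmFit and eBayes), with Benjamini-Hochberg adjustment of p. Array medians lay between 6.43 and 6.46 on the log2 scale. Across probe sets, which are not independent replicates, the correlation was 0.9976 to 0.9984 between compost arrays, 0.9978 between the perlite arrays and 0.9914 to 0.9934 between compost and perlite. The annotation used here gave 1 gene symbol for 13513 probe sets, several for 503 and none for 8730, so that 69 of the 178 loci of Table S1 could be named. With 3 arrays against 2 there are 10 ways to split the samples, an exact permutation test of a single gene cannot give a p below 0.1, and the number of arrays limits the precision of every value. Gene lists, thresholds and the rule for naming genes were set before the data were examined, although the values of Table S1 had been read.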

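In compost-grown plants, the genes that changed most in leaves were mainly higher than in perlite-grown plants. The largest rise among the named genes was that of AT1G26390, a FAD-binding protein of the berberine bridge enzyme family, at 9.08 ± 0.10 (SD, n = 3) in compost and 6.19 ± 0.05 (SD, n = 2) in perlite, which is 7.41-fold. Its log2 difference was 2.89 (standard error 0.07, adjusted p = 0.00467 from limma). The late embryogenesis abundant hydroxyproline-rich glycoprotein AT1G65690 rose 4.42-fold and the thioredoxin superfamily protein AT5G38900 rose 3.93-fold. The largest falls among the named genes were those of AT2G33850 and AT4G27450. AT2G33850, a protein of unknown function, fell by 1.85 on the log2 scale (standard error 0.13, adjusted p = 0.0107 from limma). The aluminium-induced protein AT4G27450 fell by 1.51 (standard error 0.16). The HSP20-like chaperone AT4G21870 fell 2.30-fold (log2 standard error 0.19, adjusted p = 0.0476, and 0.0597 with array weights), and AT5G59080, also of unknown function, fell by 1.02 (standard error 0.10).

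**Figure D1:**
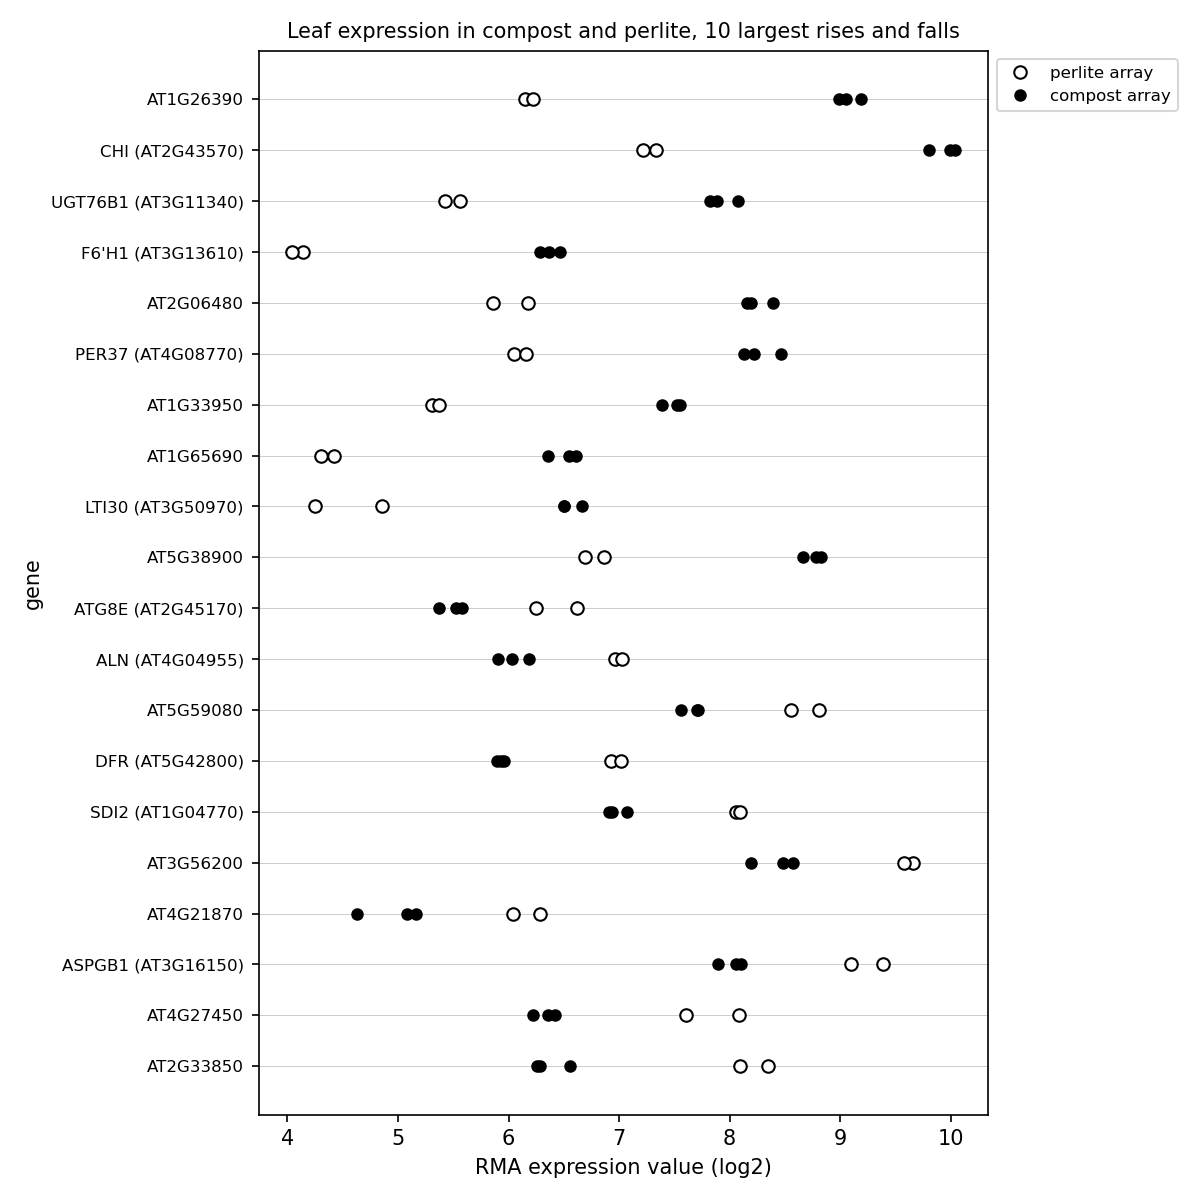
RMA expression values on the log2 scale (x axis) of the 10 named genes with the largest rise and the 10 with the largest fall, 1 gene per line (y axis). Filled points are the 3 compost arrays and open points the 2 perlite arrays, and the compost arrays of each gene lie on 1 side of both perlite arrays, which the rule for choosing these 20 genes requires.

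At a log2 difference beyond 1 in size and an unadjusted p under 0.05, 211 probe sets differed, 186 of them higher and 25 lower in compost. At an adjusted p under 0.05 with no limit on the difference, 678 probe sets rose and 536 fell, 1214 in total, but the balance depends on dim probe sets, with 828 and 824 when means below the 25th percentile were left out and 733 and 1130 when means below the median were. With both limits 198 probe sets were called, of which 175 rose and 23 fell. Each of the 1214 had its 3 compost arrays on 1 side of both perlite arrays, as had 8375 of all the probe sets tested, where chance alone gives 20%. Among these 8375 the lower values in compost prevailed, with 3262 higher and 5113 lower, as they did at an unadjusted p under 0.05 alone, with 2122 higher and 3176 lower. Of the 69 loci of Table S1 that could be named, 61 rose and 8 fell, a list that was chosen on these arrays and so is not independent evidence. Of the root markers named here, PYK10 rose by 0.46 (standard error 0.07, adjusted p = 0.0425 from limma, and 0.0747 with array weights). EXPA7, with a signal near the 25th percentile, had -0.14 (adjusted p = 0.377 from limma). The 5S ribosomal RNA and hybridization control probe sets were higher in compost by 0.94 and 0.49 on the log2 scale. Without any single array, whether perlite replicate 1 or 2 or compost replicate 1, 2 or 3, limma called 0 probe sets at an adjusted p under 0.05, with the smallest adjusted p between 0.0548 and 0.0667 and 4182 to 5677 probe sets at an unadjusted p under 0.05, while 191 to 229 still met the limits of 1 and 0.05.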

After LIMMA treatment of our data and applying a FC cut-off of >1, we obtained 178 genes that were differently expressed (DE) in the two treatments, with a *P-*value of 0.05, of which 155 were up-regulated and 23 were down-regulated in compost-grown plants, as against perlite-grown ones (Table S1).

### GO term enrichment

Gene Ontology (GO) terms available at The Arabidopsis Information Resource (TAIR, www.arabidopsis.org) were assigned to the DE genes. Figure 2 shows the number of significant genes in the biological process, cellular component and molecular function categories, according to the GO Slim Classification for Plants. This classification was developed at TAIR to organize sets of genes according to broad GO ontology categories. Response to stress, response to abiotic or biotic stimulus, other biological processes and signal transduction were significantly over-represented terms in biological process (Fig. 2A), whereas extracellular and cell wall were over-represented in the cellular component (Fig. 2B); and other binding and enzyme activities, in molecular function (Fig. 2C).

**Figure 2:**
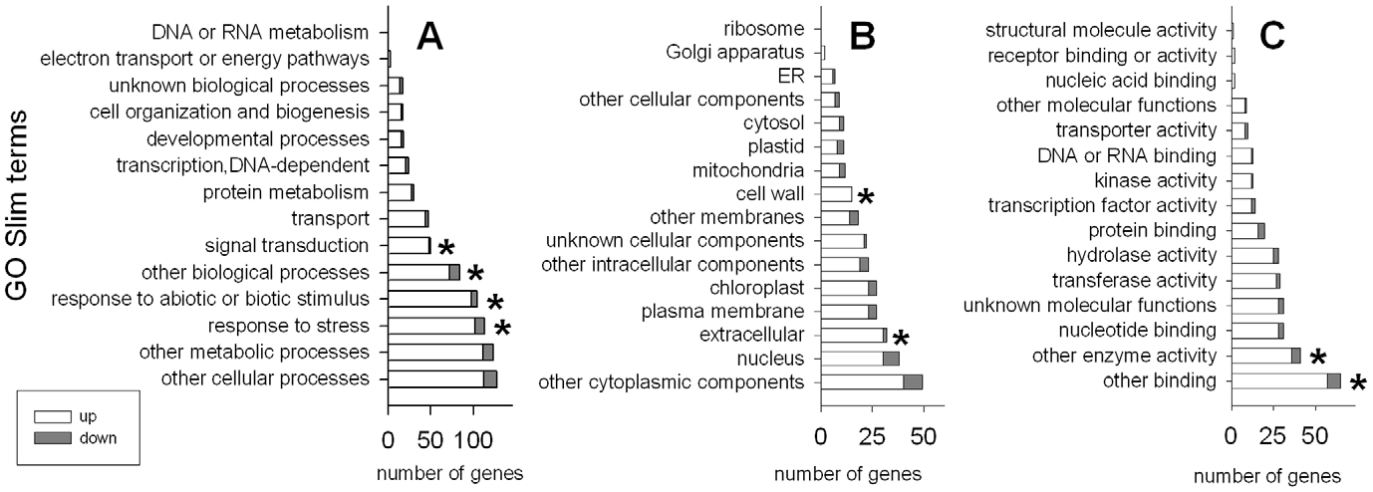
Gene Ontology Slim terms gene counts of the differentially expressed genes. Gene Ontology Slim terms gene counts for biological process (A), cellular component (B) and molecular function (C) of the differentially expressed genes (plants grown in compost vs. perlite). Up-regulated in white and down-regulated in gray. An asterisk indicates over-represented terms when comparing the abundance of the term in the pool of significant genes and in the whole microarray chip by Fisher's exact test (*P*<0.05, applying Bonferroni's correction).

A functional enrichment study of up-regulated genes revealed that 38 GO terms were significantly enriched (37 biological process terms and 1 molecular function term) (Fig. 3). Functional enrichment of down-regulated genes did not reveal any significant GO term enrichment. As can be seen in Figure 3, the most significantly enriched function was response to stress, followed by response to biotic stimulus, response to another organism, response to bacterium and multi-organism process. Response to fungus was also significantly enriched, but with a lower level of significance. Response to stimulus, chemical stimulus and abiotic stimulus and, in particular, response to SA and ABA stimulus, oxidative stress, water, temperature and cold were significantly enriched terms. Immune and defense responses and SAR were also enriched terms, as were secondary metabolic process and aromatic compound metabolic process. In addition, the molecular function's oxireductase activity was significantly enriched.

**Figure 3:**
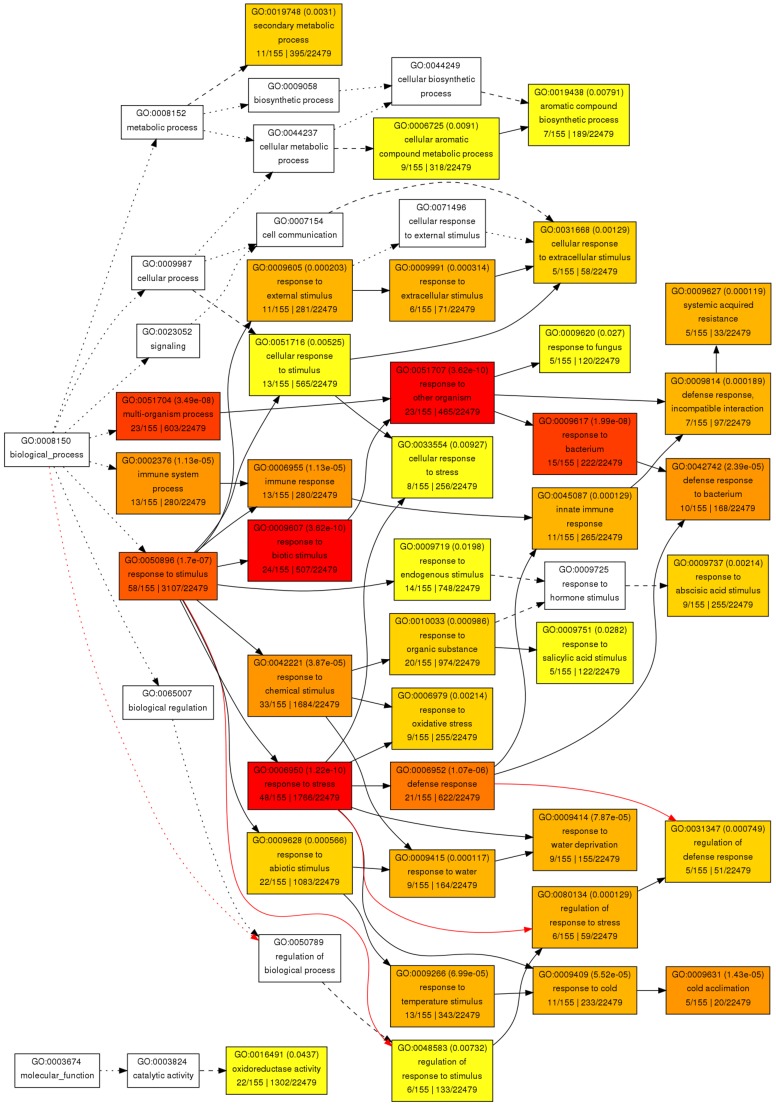
Hierarchical tree graph of over-represented GO terms in up-regulated genes by singular enrichment analysis generated by agriGO. Boxes in the graph show GO terms labeled by their GO ID, term definition and statistical information. The significant terms (adjusted *P*<0.05) are marked with color, while non-significant terms are shown as white boxes. The degree of color saturation of a box correlates positively with the enrichment level of the term. Solid, dashed and dotted lines represent two, one and zero enriched terms at both ends connected by the line, respectively. A red line indicates positive regulation. The rank direction of the graph runs from left to right.

### Validation of microarray results

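On the arrays, the putative chitinase CHI (AT2G43570) had the second largest rise among the named genes. Its expression value was 9.95 ± 0.13 (SD, n = 3) in compost-grown and 7.28 ± 0.08 (SD, n = 2) in perlite-grown plants. The log2 difference of 2.67 (standard error 0.09, adjusted p = 0.00467 from limma) corresponds to 6.37-fold, and every compost array lay above both perlite arrays. When each array in turn was left out the difference stayed between 2.61 and 2.74. The adjusted call ended in those fits for every probe set, so its loss is not particular to CHI. The probe sets of the other genes in Table 1 have no name in the annotation used here and were not analysed by gene. Among them are LTP3, FMO1 and PDR12, for which Table 1 gives larger array values than for CHI.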

Gene expression from *LIPID TRANSFER PROTEIN 3 (LTP3), FLAVIN-DEPENDENT MONOOXYGENASE 1 (FMO1), PLEIOTROPIC DRUG RESISTANCE 12 (PDR12), CHITINASE (CHI), PATHOGENESIS-RELATED GENE 1 (PR1), CYTOCHROME P450 (CYP71A13), SAR DEFICIENT 1 (SARD1), THIOREDOXIN H-TYPE 5 (TRX5), PHLOEM PROTEIN 2-A13 (PP2-A13)* and *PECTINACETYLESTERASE FAMILY PROTEIN (PFP)* studied by RT-qPCR behaved similarly to the expression studied by microarray hybridization, thus supporting the microarray gene expression data (Table 1).

### Gene expression of Arabidopsis plants after *B. cinerea* inoculation

As can be seen in Fig. 4, *PDR12*, *FOM1*, *CYP71A13*, *CHI*, *TRX5*, *LTP3*, *SARD1* and *PR1* were expressed more in compost-grown than in perlite-grown plants, while *PFP* and *PP2-A13* expression decreased. *B. cinerea* inoculation of perlite-grown plants had an effect on increasing the gene expression of *PDR12*, *TRX5*, *SARD1* and *PR1* similar to the effect produced by using compost as substrate. On the other hand, *FMO1*, *CYP71A13* and *CHI* were induced less by *B. cinerea* than by compost. *LTP3* expression was not enhanced by *B. cinerea* in plants grown in perlite. Furthermore, in the case of *PFP* and *PP2-A13*, *B. cinerea*-inoculated plants had expressions equal to or higher than control plants, respectively, while compost down-regulated the expression. Interestingly, *PFP* and *PR1* expression was higher in plants grown in compost and afterwards inoculated with the pathogen than in plants grown in perlite and inoculated with *B. cinerea* or plants grown in compost alone. The *PDR12*, *FMO1*, *TRX5*, *PP2-A13* and *SARD1* expression of compost-grown plants inoculated with *B. cinerea* was not different from that of perlite-grown plants inoculated with *B. cinerea*. Concerning *PDR12*, *CYP71A13* and *SARD1* genes, the expression was similar in compost-grown and compost-grown pathogen-treated plants.

**Figure 4:**
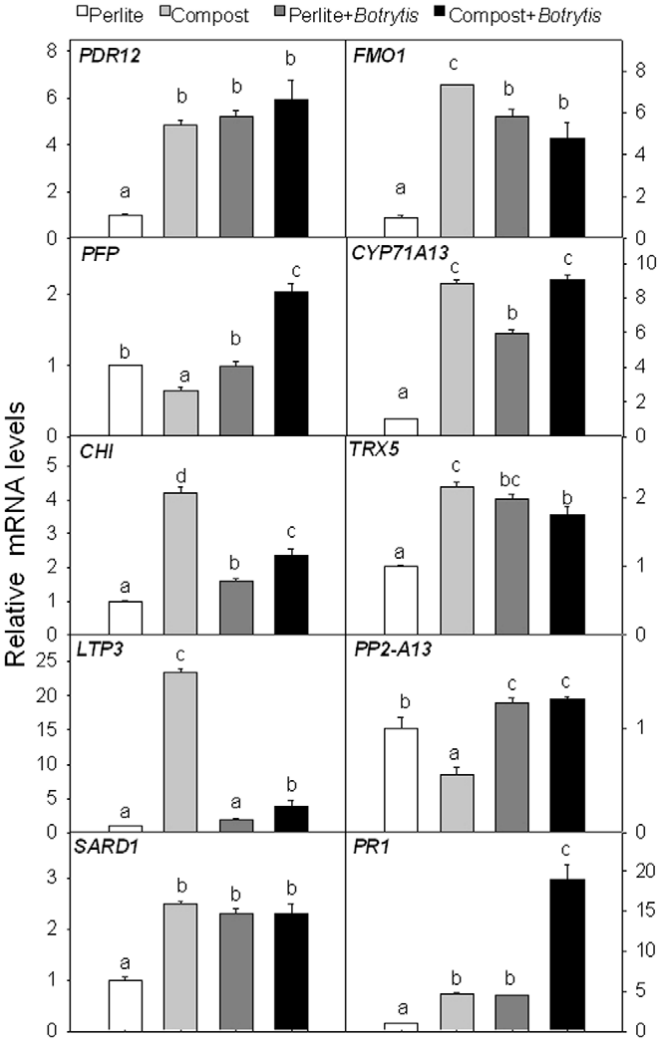
Expression levels of ten differently expressed genes in Arabidopsis plants inoculated with *B. cinerea*. Expression levels of *PLEIOTROPIC DRUG RESISTANCE 12 (PDR12)*, *FLAVIN-DEPENDENT MONOOXYGENASE 1 (FMO1)*, *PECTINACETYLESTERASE FAMILY PROTEIN (PFP)*, *CYTOCHROME P450 (CYP71A13)*, *CHITINASE (CHI)*, *THIOREDOXIN H-TYPE 5 (TRX5)*, *LIPID TRANSFER PROTEIN 3 (LTP3)*, *PHLOEM PROTEIN 2-A13 (PP2-A13)*, *SAR DEFICIENT 1 (SARD1)* and *PATHOGENESIS-RELATED GENE 1 (PR1)* in Arabidopsis Col-0 leaves of plants grown in either perlite or olive marc compost 3 days after inoculation with *Botrytis cinerea* (3-µl drops of a 10^6^ conidia mL^−1^ suspension was applied to alternate mature leaves). Control plants were treated with buffer without conidia. For reference, expression values of control plants grown in perlite are set at 1. Gene expression was corrected with the constitutively expressed reference gene *At1g13320*. Different letters indicate significant differences in a Duncan's multiple-range test, *P*<0.05; data shown are means ± SE, n = 3.

### Transcription factor binding site enrichment

Using the Athena database and web interface, we studied 1,000 bp upstream promoter sequences of differentially expressed genes and evaluated the enrichment of transcription factor binding sites (Table S2). ABRE-like binding site motif, CACGTG motif, Evening Element promoter motif, W-box promoter motif, Z-box promoter motif, CBF1 BS in *COR15A* and TATA-box motif were significantly enriched in the promoters of the up-regulated genes. No enrichment was found for the down-regulated genes.

## Discussion

Plants grown in compost were more resistant to *B. cinerea* than plants grown in perlite, as shown by fewer infected leaves and higher Fv/Fm.

The induction of resistance by growing plants on composts or compost-amended soils has been described in the literature [26], [27], though not in depth. In addition, some authors have described how compost water extracts also induce resistance to a foliar disease, when applied to plant roots [15]. Preliminary studies with OMC showed that altered gene expression in compost-grown plants, when compared to perlite-grown plants, could explain the enhanced resistance of Arabidopsis plants grown in compost. To gain insight into the induced resistance phenomenon, we performed microarray hybridization, which resulted in several differentially expressed genes in plants grown in compost vs perlite. To our knowledge, this is the first microarray experiment describing the effect that growing Arabidopsis in a compost substrate has on gene expression. It is interesting to note that, just by growing the plants in a different growth medium (perlite or compost), 178 genes were differently expressed with an FC cut-off of 1. Little is known about the effect that growing a plant on compost has on plant gene expression. Zhang *et al.* [14] reported that β-1,3-glucanase activity was low in cucumber plants grown in either compost or peat substrates, but when infected with *C. orbiculare* this activity was induced to significantly higher levels in plants grown in the compost mix than in plants grown in the peat mix. On the other hand, Vallad *et al.* [13] showed increases in *PR1* and *PR2* expression induced in Arabidopsis by the compost itself. Composts have different chemical, physical and microbiological properties, depending on the source of organic matter, composting process and degree of maturation, which may explain the different results obtained when using different composts. The OMC used in the present study is similar to that described in Segarra *et al.* [17], which induced resistance to *B. cinerea* in cucumber plants.

We found several PR genes up-regulated in compost-grown plants. PR proteins are induced upon infection with oomycetes, fungi, bacteria or viruses, or on insect attack, and possess antimicrobial activities *in vitro* through hydrolytic activities on cell walls, contact toxicity and perhaps an involvement in defense signaling [8]. Notably, the prominent PR1 proteins are often used as markers of the enhanced defensive state conferred by pathogen-induced SAR, but their biological activity has remained elusive [8]. In addition to the well-known *PATHOGENESIS-RELATED 1*, *BETA-1,3-GLUCANASE* and *THAUMATIN-LIKE* we found that *THIONIN 2.2* and *LIPID TRANSFER PROTEIN 3* were up-regulated in compost-grown plants. 

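THI2.2 (AT5G36910), a thionin, rose 2.58-fold in compost. Its expression value was 9.10 ± 0.03 (SD, n = 3) in compost-grown and 7.74 ± 0.08 (SD, n = 2) in perlite-grown plants, a log2 difference of 1.36 (standard error 0.05, adjusted p = 0.00488 from limma). The difference was far larger than the spread between replicates, and its value was higher in 3 of 3 compost arrays than in either perlite array. Leaving out any single array gave differences of 1.31 to 1.42. The adjusted call ended there for every probe set, so its loss is not particular to THI2.2.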

Thionins and lipid transfer proteins belong to the PR families 13 and 14, respectively, have broad *in vitro* antimicrobial activity and may act synergistically, leading to the permeabilization of cell membranes [28]. Furthermore, endogenous over-expression of three lipid transfer protein-like genes in *A. thaliana* resulted in enhanced tolerance to *B. cinerea* [29]. Interestingly, in our study, inoculation of perlite-grown plants enhanced *PATHOGENESIS-RELATED PROTEIN 1* expression as much as growing the plants in compost without the pathogen. Furthermore, inoculation of compost-grown plants led to an even higher expression. In the case of *LIPID TRANSFER PROTEIN 3*, this synergy was not found. As stated above, some composts on their own affect pathogenesis-related proteins, while others strengthen expression only after pathogen attack [13]–[15]. In addition, a putative *CHITINASE* and *BETA-1,2-GLUCANASE 3* coding for proteins with enzymatic activity against pathogens were up-regulated by compost. 

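Of 6 pathogenesis-related genes named here from a list of 19, 3 rose in compost, none fell and 3 did not pass the test (4 higher when adjusted over the list alone). The members that rose were CHI, THI2.2 and the plant defensin PDF1.2B, whose log2 difference was 0.94 (standard error 0.11, adjusted p = 0.0272 from limma). PDF1.2B is read by a probe set that may cross-hybridize with related transcripts. The defensin PDF1.2A had a log2 difference of 0.75 (standard error 0.12, adjusted p = 0.0507 from limma). THI2.1 and PDF1.1 did not pass the test either, nor when adjusted over the list alone. Both have a mean signal below the 25th percentile, so their values tell little. The median log2 difference of the list was 0.85, and the list as a whole was shifted upward against the other genes (adjusted p = 0.000103, camera in limma with a preset correlation). This shift was not called with an estimated correlation (adjusted p = 0.0917 from camera). CHI and THI2.2 stand in Table S1, which was chosen on these arrays, and without them the 4 remaining members gave an adjusted p of 0.0486 from camera. Leaving out any single array gave PDF1.2B differences of 0.87 to 1.03 and an adjusted p of 0.0707 to 0.124 from limma, in fits where no probe set passed.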

Taken together, these results suggest that enhanced expression of PR or related genes may explain increased plant resistance to *B. cinerea*. Interestingly, Zhang *et al.* [14] and Vallad *et al.* [13] described the involvement of PR proteins in the induction of resistance by compost. . *PHYTOALEXIN DEFICIENT 3*, which encodes CYP71B15 [30] that converts dihydrocamalexic acid to camalexin [31], and *CYTOCHROME P450 (CYP71A13)*, which is also involved in camalexin synthesis and is up-regulated by chitosan (a chitin derivative) treatment [32], were up-regulated in compost-grown plants. Camalexin shows cytotoxicity [33], particularly against eukaryotic pathogens. Thus, up-regulation of camalexin synthesis might also contribute to compost-induced resistance.

Several genes related to SAR were up-regulated in compost-grown plants, suggesting that compost-induced resistance shares similarities with this plant defense phenomenon. 

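Among genes of salicylic acid signaling and SAR, 3 of the 4 members named here from a list of 29 rose in compost and none fell (3 higher when adjusted over the list alone). UGT76B1 (AT3G11340), a glycosyltransferase, rose 5.42-fold, from 5.49 ± 0.10 (SD, n = 2) in perlite to 7.93 ± 0.13 (SD, n = 3) in compost, a log2 difference of 2.44 (standard error 0.10, adjusted p = 0.00529 from limma). SARD4 (AT5G52810), an enzyme of pipecolic acid synthesis, rose by 0.81 (standard error 0.12, adjusted p = 0.0408), but was not called when the arrays were weighted (adjusted p = 0.0659). The glutaredoxin GRX480 (AT1G28480) rose by 0.71 (standard error 0.10, adjusted p = 0.0335). SAG101 had a log2 difference of 0.05 (standard error 0.03, adjusted p = 0.428 from limma). The list was shifted upward against the other genes (median log2 difference 0.76, adjusted p = 0.000125 from camera in limma), and without UGT76B1, which stands in Table S1, the adjusted p was 0.0143 from camera. With an estimated correlation the shift was not called (adjusted p = 0.19 from camera). For UGT76B1, SARD4 and GRX480, leaving out any single array ended the adjusted call, as it did for every probe set, while the direction held.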

The *Arabidopsis* SA-response mutant *pbs3* disrupts *AVRPPHB SUSCEPTIBLE 3 (PBS3)*, resulting in enhanced susceptibility to *Pseudomonas syringae* infection due to SA signaling defects [34]. Over-expression of *CAM-BINDING PROTEIN 60 G-LIKE (CBP60G)* in Arabidopsis causes high SA accumulation, increased expression of defense genes and enhanced resistance to *Pseudomonas syringae*. Plants over-expressing *CBP60G* also show hypersensitivity to ABA and enhanced tolerance to drought stress. *CBP60G* serves as a molecular link that positively regulates ABA- and SA-mediated pathways in plants [35]. *SAR-DEFICIENT 1 (SARD1)* and *CBP60G* are key regulators for *ISOCHORISMATE SYNTHASE 1 (ICS1)* induction and SA synthesis. The involvement of SA signaling is also supported by the up-regulation of *ENHANCED DISEASE SUSCEPTIBILITY 5 (EDS5)*, which is required for SA synthesis in response to pathogen inoculation [36].

Composts are known to harbor billions of colony-forming units of micro-organisms per gram, while inert substrates, such as perlite, are naturally much less colonized [2]. The factors responsible for the induction of systemic resistance present in certain composts are heat-labile [13]. Along these lines, several micro-organism strains have been described as inducing either SAR or ISR in plants against a wide range of pathogens [10], [37]. It is very likely that the rich microbial populations present in the composts are responsible for this phenomenon. Some compost extracts also induce resistance even when sterilized, suggesting that the microbial component is not the only one capable of inducing resistance [38]. 

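The avirulence induced gene family protein AT1G33950 rose 4.44-fold in compost. Its expression value was 7.49 ± 0.09 (SD, n = 3) in compost-grown and 5.34 ± 0.05 (SD, n = 2) in perlite-grown plants, a log2 difference of 2.15 (standard error 0.06, adjusted p = 0.00467 from limma). Table S1 describes 4 loci named here as avirulence induced, Toll-interleukin-resistance or mannose-binding lectin proteins, and all 4 rose. The others were the Toll-interleukin-resistance domain protein AT1G57630, at a log2 difference of 1.72 (standard error 0.17, adjusted p = 0.0202 from limma), and the mannose-binding lectin family members AT5G18470, at 1.27 (standard error 0.09), and AT1G52000, at 1.04 (standard error 0.10). These 4 were grouped by their descriptions after their values had been seen and were chosen by the study on these arrays, so their direction is not independent evidence. AT1G33950 kept a difference of 2.12 to 2.20 when any single array was left out, where the adjusted call ended for every probe set.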

We found several genes relating to response to other organisms up-regulated in compost-grown plants. *FMO1* is required for full expression of TIR-NB-LRR-conditioned resistance to avirulent pathogens and for basal resistance to invasive virulent pathogens [39]. *AGD2-LIKE DEFENSE RESPONSE PROTEIN 1* (*ALD1*) is important for resistance to avirulent *P. syringae* strains, regulates camalexin accumulation and is essential for SAR [40]. *UDP-DEPENDENT GLYCOSYLTRANSFERASE 76B1 (UGT76B1)* over-expression leads to increased susceptibility to the biotrophic pathogen *Pseudomonas syringae* and increased resistance to necrotrophic *Alternaria brassicicola* [41]. The transcripts of *YELLOW-LEAF-SPECIFIC GENE 9* are accumulated during the hypersensitive response triggered with an avirulent *Cucumber mosaic virus* (CMV) strain [42]. *AVRRPT2-INDUCED GENE 1 (AIG1)* is involved in recognition of bacterial pathogens carrying the avirulence gene avrRpt2 [43]. These results suggest that the plant might perceive the compost as a source of incompatible pathogen interactions.

Pathogen recognition involves two kinds of receptors: those located in the plasma membrane and those present in the cytoplasm. Receptors located in the plasma membrane recognize conserved microbial patterns referred to as pathogen- or microbe-associated molecular patterns (PAMPs or MAMPs) and belong to families of receptor-like proteins (RLPs) and receptor-like kinases (RLKs), often with a leucine-rich repeat (LRR) [44]. 

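Of the loci in Table S1 that could be named, 3 are described there as kinases or receptors, and all 3 rose in compost. The leucine-rich repeat protein kinase AT1G51890 had a log2 difference of 1.41 (standard error 0.06, adjusted p = 0.00539 from limma), which is 2.65-fold. A kinase of the same family, AT5G59670, rose by 1.12 (standard error 0.10, adjusted p = 0.0187 from limma). The glutamate receptor AT5G48400, not described there as a receptor-like kinase or protein, rose by 1.19 (standard error 0.14, adjusted p = 0.029 from limma). These loci were grouped after their values had been seen and come from a list chosen on these arrays. From a separate list of 24 receptor-like kinases and proteins, 2 members could be named and neither passed the test (1 higher when adjusted over the list alone). BIK1, a cytoplasmic kinase that acts with immune receptors, had a log2 difference of 0.22 (standard error 0.04, adjusted p = 0.059 from limma), and EFR, a receptor of bacterial elongation factor Tu, had 0.07 (standard error 0.06, adjusted p = 0.463). The adjusted calls of the 3 loci that rose were lost when any single array was left out, where the smallest adjusted p of any probe set was 0.0548 to 0.0667 in limma.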

Several RLPs, RLKs, LRR protein kinases and cysteine-rich RLKs were up-regulated in compost-grown plants, suggesting that compost elements might be recognized as PAMPs or MAMPs. Those pattern recognition receptors (PRRs) are the first layer of active plant immunity, as they respond to extracellular pathogen molecules before cellular invasion [45] and trigger several downstream responses, such as increase in cytosolic Ca^2+^, production of reactive oxygen species (ROS), activation of calcium-dependent and mitogen-activated protein kinases and reprogramming of gene transcription [46], including WRKY genes [47]. Increased levels of WRKY mRNA and protein and DNA-binding activity have been reported to be induced by infection with viruses, bacteria or oomycetes, by fungal elicitors, SA and wounding. WRKY proteins have a role in regulating subsequently activated secondary-response genes, whose products carry out protective and defensive reactions [47]. *WRKY38* and *WRKY40* were up-regulated by compost and are involved in SAR regulation and resistance to *B. cinerea* infection, respectively [48]. Virulent pathogens have acquired effectors that suppress PAMP-triggered immunity, resulting in effector-triggered susceptibility [49]. The second layer of active plant immunity is the recognition of these effectors by nucleotide binding (NB)-LRR type receptors in the cytosol [50]. This interaction is specific to plant cultivars and pathogen strains and is traditionally referred to as pathogen avirulence factors recognized by plant R genes [51]. As previously mentioned, the up-regulation of *ALD1*, *AIG1* and *FMO1*, which are related to avirulent pathogens, suggests that this second layer of pathogen recognition is also involved in compost-induced resistance.

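Some cold-regulated genes were higher in leaves of compost-grown plants. Of 5 genes of the cold and CBF regulon named here from a list of 19, 3 rose and none fell (5 higher when adjusted over the list alone). The median log2 difference of the list was 1.76, and the list was shifted upward against the other genes (adjusted p = 4.31e-06 from camera in limma), although not with an estimated correlation (adjusted p = 0.0917 from camera). The zinc finger regulator ZAT10 had a log2 difference of 0.64 (standard error 0.12, adjusted p = 0.0616 from limma). Table S1 describes 5 of its named loci as cold, low temperature, salt or late embryogenesis abundant proteins and all 5 rose, by 1.10 to 2.14. The largest rise was that of AT1G65690, whose description names neither cold nor salt, and the others reached 2.00 at most. The smallest was that of the low temperature and salt responsive protein AT4G30650 (standard error 0.13, adjusted p = 0.0299 from limma). Table S1 was chosen on these arrays, and the 3 members of the list that rose all stand in it. Neither count, nor the upward shift of the list, is therefore independent evidence. Without these members fewer than 3 were left, so the list was not tested without them.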

Another major group of genes up-regulated by compost is of the genes related to salt, cold and water deprivation. Interestingly, it has been reported that a certain degree of salinity stress correlates with the ability of several composts to produce cucumber plants that are more resistant to *Botrytis cinerea* [17]. The transcription factor *DREB1A* was found to be up-regulated by compost. Over-expression of *DREB1A* improves stress tolerance to both freezing and dehydration in transgenic plants. In addition, *COR15a*, *COR 15b*, *COR78*, *GALACTINOL SYTHASE 3* and *LOW TEMPERATURE-INDUCED 30* are up-regulated in *DREB1A* over-expressor plants [52]. 

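COR15A (AT2G42540) and COR15B (AT2G42530), chloroplast proteins that accumulate in the cold, and the dehydrin LTI30 (AT3G50970) each rose in compost. COR15A reached 9.80 ± 0.11 (SD, n = 3) in compost against 7.92 ± 0.18 (SD, n = 2) in perlite, a log2 difference of 1.89 (standard error 0.11, adjusted p = 0.00817 from limma). COR15B had 10.7 ± 0.20 (SD, n = 3) against 8.92 ± 0.27 (SD, n = 2), a log2 difference of 1.76 (standard error 0.17, adjusted p = 0.0202). LTI30 rose 4.00-fold, with a log2 difference of 2.00 (standard error 0.20, adjusted p = 0.0202), and its perlite arrays differed most, at 4.55 ± 0.42 (SD, n = 2). In all 3 genes every compost array lay above both perlite arrays. Without any single array, the log2 differences ranged from 1.57 for COR15B to 2.30 for LTI30. The adjusted calls of these genes ended there, as did those of every probe set.

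**Figure D2:**
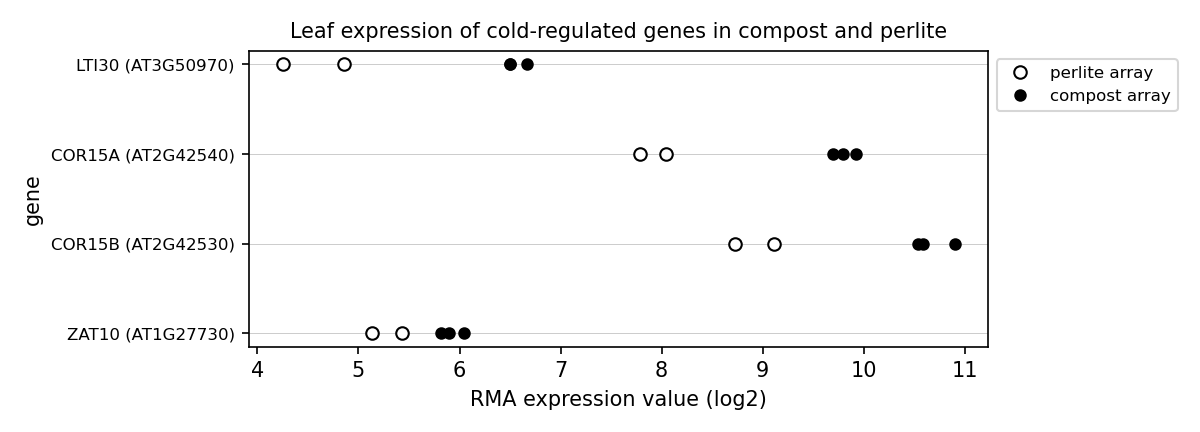
RMA expression values on the log2 scale (x axis) of the cold-regulated genes named here by the rule set for the list, 1 gene per line (y axis). Filled points are the 3 compost arrays and open points the 2 perlite arrays, and for COR15A, COR15B and LTI30 the filled points lie to the right of the open points by 1.89, 1.76 and 2.00 on average.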

Interestingly, all these genes were also up-regulated by compost. *NAC DOMAIN CONTAINING 3* and *NAC DOMAIN CONTAINING 42*, which are involved in camalexin biosynthesis induction [53], as well as *MYB DOMAIN PROTEIN 47* whose expression is increased in response to JA and NaCl [54], were up-regulated by compost in our study. *RESPONSIVE TO ABA18 (RAB18)*, whose mRNA accumulates in plants exposed to low temperature, water stress or exogenous ABA [55], and *GALACTINOL SYNTHASE 2*, involved in the synthesis of oligosaccharides that function as osmoprotectants in plant cells [56], were up-regulated in compost-grown plants. The involvement of ABA in compost-induced gene expression is also supported by the up-regulation of *HIGHLY ABA-INDUCED PP2C GENE 2 (HAI2)*, a regulator of ABA signaling [57], and *PDR12*, which is a plasma membrane ABA uptake transporter [58].

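Of 9 loci of Table S1 named here whose descriptions are those of oxidoreductases, peroxidases or thioredoxins, 8 rose in compost and 1 fell. The largest rises were those of AT1G26390 and of F6'H1 (AT3G13610), the oxygenase that makes the precursor of the coumarin scopoletin, which rose 4.87-fold, from 4.09 ± 0.07 (SD, n = 2) in perlite to 6.37 ± 0.09 (SD, n = 3) in compost (log2 difference 2.28, standard error 0.07, adjusted p = 0.00467 from limma). The zinc-binding dehydrogenase AT5G16980 rose by 1.08 (standard error 0.09), and a thioredoxin superfamily member, AT5G18600, rose by 1.05 (standard error 0.07). DFR, a reductase of anthocyanin synthesis, was the member that fell. The group was formed by description after the values had been seen, from loci chosen on these arrays, and is not independent evidence. With any single array left out, F6'H1 kept a difference of 2.23 to 2.33 but its adjusted call was lost, like that of every other probe set.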

Several genes involved in reduction and oxidation processes were found to be up-regulated by compost; indeed, oxireductase activity was the only molecular function-enriched GO term among the differentially expressed genes. ROS play a central role in plant defense against various pathogens [59]. They are directly toxic to pathogens [60] and can lead to a hypersensitive response, causing plant cell death and preventing further spread of biotrophic pathogens [61], [62]. ROS also serve as signals that lead to the activation of other defense mechanisms [63], [64]. During defense responses, ROS are produced by plant cells because of the enhanced enzymatic activities of plasma membrane-bound NADPH oxidases, cell wall-bound peroxidases (like *PEROXIDASE 37*, up-regulated by compost in the present study) and amine oxidases in the apoplast. 

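PER37 (AT4G08770) rose 4.50-fold in leaves of compost-grown plants. Its expression value was 8.27 ± 0.17 (SD, n = 3) in compost and 6.10 ± 0.08 (SD, n = 2) in perlite, and the compost arrays all lay above the perlite arrays. The log2 difference was 2.17 (standard error 0.12, adjusted p = 0.00761 from limma). PER37 was the only member that could be named from a list of 21 redox enzymes and glutathione transferases. Its difference stayed at 2.07 to 2.24 when any single array was left out, where no probe set passed in limma and the adjusted p of PER37 was 0.0592 to 0.074.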

ROS interact selectively with a target molecule that perceives the increased ROS concentration and then translates this information into a change of gene expression. Such a change in transcriptional activity may be achieved through the oxidation of components of signaling pathways that subsequently activate transcription factors or by modifying a redox-sensitive TF directly. Interestingly, during a SAR response, a change in cellular reduction potential occurs, resulting in the reduction of NON-EXPRESSOR OF PR1, an essential regulator of SAR, to a monomeric form that accumulates in the nucleus and activates gene expression [65]. The rapid generation of ROS is central to disease resistance responses and to ABA signaling [16]. Recent evidence suggests the existence of a significant overlap between signaling networks that control abiotic stress tolerance and disease resistance. Indeed, the above-mentioned *HAI2* is up-regulated by *Botrytis cinerea*, *Pseudomonas syringae* pv. *tomato*, oxidative stress, salinity, cold and drought, as well as ABA application [57].

In addition to SA- and ABA-related genes, it is worth mentioning that *CYTOKININ OXIDASE 4* and *GIBBERELLIN 2-OXIDASE 1*, which catalyze the inactivation of cytokinins and gibberellins, respectively [66]–[67], were up-regulated by compost, as was *AMINOCYCLOPROPANE-1-CARBOXYLATE SYNTHASE*, which catalyzes the conversion of S-adenosyl-methionine to ACC, the precursor of ethylene [68].

The enrichment of transcription factor binding sites observed in the up-regulated genes are related to ABA response (ABRE-like binding site motif) and cold and dehydration stress (DREB/CBF1). The W-box is the binding site of the above-mentioned WRKY transcription factors [47]. These results are consistent with the observed patterns of gene expression, particularly ABA-dependent and -independent stress responses and SA/SAR-mediated responses. In addition, enrichment of Evening Element promoter motif, related to the circadian clock, and CACGTG motif and Z-box promoter, related to light regulation, are also enriched in genes up-regulated by exogenous ABA treatments, suggesting a link between these regulatory elements and ABA [69].

We also studied the effect of *B. cinerea* inoculation on the expression of 10 genes affected by compost treatment. The objective was to answer the question of whether the genes enhanced by compost were the same as the plant used later on to defend itself against the pathogen. As shown in the results, some gene expression showed strengthening of the expression when compost-grown plants were inoculated with the pathogen and other genes were equally induced by compost or pathogen treatment, while others were less induced by the double treatment than compost alone. This broad range of behavior suggests that plants respond to compost treatment with a complex array of responses that may or may not be directly related to plant defense. It leaves the door open to hypothesizing whether this compost-induced resistance might be more effective against biotrophic pathogens or not, since these are counteracted by means of SA plant responses [70].

In conclusion, compost triggers a plant response that shares similarities with both SAR and ABA-dependent/independent abiotic stress responses. 

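Of 8 gene lists with at least 3 members named here, camera with its preset correlation called 5 as shifted upward in compost-grown leaves and, with an estimated correlation, 0 (adjusted p of 0.0917 to 0.225 for these 5, and 2 of the 8 at an unadjusted p under 0.05). The 5 were cold and CBF regulon, pathogenesis-related proteins, salicylic acid and SAR, WRKY transcription factors, and jasmonic acid and ethylene, the last with a median log2 difference of only 0.06 and sharing 3 of its 5 members with the pathogenesis-related list. Photosynthesis had a median log2 difference of -0.05 over 3 members, none of which passed the test (adjusted p = 0.352 from camera in limma). The constitutively expressed reference genes SAND, TIP41 and UBC21 had log2 differences of 0.12, -0.10 and -0.05, with standard errors of 0.07, 0.06 and 0.07. No member of the list of genes of ABA and water deprivation could be named, so that the ABA-dependent part was not analysed here. Leaving out compost replicate 3 ended the calls of WRKY factors (0.0619 from camera) and of jasmonic acid and ethylene (0.0685), the latter also lost without perlite replicate 1 (0.154), compost replicate 2 (0.0601) or the probe sets that may cross-hybridize (0.183). From the up-regulated genes related to SAR the paper proposes that compost-induced resistance resembles SAR. It states that the response to compost also resembles abiotic stress responses that depend on ABA and that do not. The paper also reports enriched GO terms, SAR and responses to SA and ABA among them, promoter motifs that it relates to such responses, and RT-qPCR of some of the genes. None of these was analysed here.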

As expected, compost acts as both a biotic and abiotic stimulus. The plant responds to these stimuli as it will respond to bacteria, fungi, cold, water deprivation and oxidative stress. The defense responses triggered are in some way similar to those triggered by an incompatible interaction, with an up-regulation of the secondary metabolism and metabolism of aromatic compounds, in which the redox state is an important factor, as deduced from the importance of the oxireductase activities triggered by compost.

## Supporting Information

Table S1 **List of significant differentially expressed genes from Arabidopsis plants grown in compost, compared to plants grown in perlite (FC>1).**
(XLS)

Table S2 **List of transcription factor binding sites in the 1,000 bp upstream promoter sequences of significant differentially expressed genes.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

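Leaf RNA of Arabidopsis Col-0 plants grown in olive marc compost (3 biological replicates) or perlite (2 biological replicates) was measured on 5 Affymetrix ATH1 arrays. Each array was assigned to its substrate and replicate from the sample labels, which match the group sizes in the methods section.

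The authors processed the arrays with RMA, which corrects the background, normalizes the arrays to a common distribution and summarizes the probes of each probe set, and deposited the result as log2 expression values. The submitters' processing notes also name GCOS, and the versions of GCOS and RMA are not given in the sources used here. The labels describe whole transcriptome amplification from 25 ng of total RNA with 17 cycles. Amplification and normalization are already in the deposited values and could not be varied, and arrays have no read depth, so that their number limits the precision.

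The value table holds 22810 probe sets, of which 64 are array controls. The remaining 22746 were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, compost minus perlite, and figures were drawn with Python 3.11.15. The prior degrees of freedom were 1.42. In 2541 probe sets the perlite arrays hold identical values, so that the estimated spread there rests on the compost arrays and on the prior. Calls were made at the study's threshold as read here (a log2 difference beyond 1 and an unadjusted p under 0.05), at a Benjamini-Hochberg adjusted p under 0.05, and with both limits. No adjustment is named in the paper's text, but whether its p was adjusted is not settled. The words rose and fell are used only for an adjusted p under 0.05.

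Genes were named from the array annotation through the Entrez identifier in a table of TAIR10.1 genes. The annotation gives 1 gene symbol for 13513 probe sets, several for 503 and none for 8730. Of those with 1 symbol, 13436 matched a single locus in the gene table (13286 distinct loci) and 77 did not. A probe set without a name here is not without a gene: 69 of the 178 loci of Table S1, 7 of the 43 genes that the paper names for the arrays and 45 of the 430 loci in the gene lists (10.5%) could be named, and values of the others are not reported by gene. No coordinates are given because no genome build belongs to the value table.

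The text names the genes that the paper names for the array comparison where the annotation allows it (7 of 43), the 10 loci with the largest rise and the 10 with the largest fall among those past the adjusted threshold with all compost arrays on 1 side of both perlite arrays, and in each gene list the 4 members with the smallest p. The values in Table S1 had been seen when this rule was written. Loci of Table S1 grouped by their descriptions are named in addition, chosen after their values were seen.

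The 26 gene lists were written from general knowledge and the paper's text, after Table S1 had been read. Of these, 8 lists with at least 3 members named here were tested with camera (preset correlation 0.01, Benjamini-Hochberg over the lists), 11 had 1 or 2 members and 7 had none. The probe set with the highest mean stood for each locus. Camera with an estimated correlation, fry (which tests a list against no change, not against the other genes) and a test without the members in Table S1 were run beside it.

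The fit was tested on simulated data of 22746 probe sets with 3 arrays against 2, of which 200 were changed. Changes of 1.5 in size on the log2 scale were recovered in 99% and changes of 0.75 in 90%, and 4.55% of the calls were false. The simulated noise was normal and independent between probe sets, with the spread taken from the fit and without array effects or tied values. These shares therefore check the code and do not give the power or the false share on the real arrays.

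Alternatives were an intensity trend and a robust fit in eBayes, array weights, median centring, a second quantile normalization, filters on dim probe sets at the 25th percentile and the median, leaving out probe sets that may cross-hybridize, a replicate block and leaving out each array. Enrichment of promoter motifs was planned but not run, because no genome was used here, and GO terms were not analysed here.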

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

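The tests on pseudogene loci and on the spike-in controls were chosen after the results were seen, and the matched test on probe sets without shared copies after the Fisher test.

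More pseudogene loci rose in compost than protein-coding loci of the same signal, which the paper does not discuss, although most pseudogene loci were not called and their median log2 difference was 0.08. At an adjusted p under 0.05 from limma 46 of 989 such loci rose (4.65%) and 1 fell, against 268 that rose (2.18%) and 252 that fell of 12293 protein-coding loci. Table S1 lists 8 transposable element genes, and all are named here and rose. The largest rise among all named pseudogene loci was that of AT2G06480, at a log2 difference of 2.23 (standard error 0.13, adjusted p = 0.00836 from limma). This locus is not in Table S1 and is read by a probe set that may match several copies. None of the 46 calls held in limma at an adjusted p under 0.05 when any single array was left out, where 4182 to 5677 of all probe sets had an unadjusted p under 0.05.

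Signal level alone would give fewer rises if loci varied independently. In 10000 random sets of protein-coding loci matched on mean signal, 10.7 rose on average and 22 at most. Probe sets that match several copies may carry much of the excess: they gave 29 of the 46 rises, and on the other probe sets 2.13% of pseudogene and 2.12% of protein-coding loci rose (Fisher's exact test, p = 1). Protein-coding loci on probe sets that match several copies also rose often, 9 of 85 (10.6%), and none fell. On the other probe sets 17 pseudogene loci rose, where protein-coding sets matched on signal held 7.65 on average and 18 of 10000 sets held as many. These draws treat loci as independent, which copies of a shared sequence need not be. They cannot decide whether shared copies account for the rest of the excess. For genomic DNA in the compost RNA the values go both ways. The 5S ribosomal RNA probe set was higher in compost by 0.943 on the log2 scale, whereas the matched protein-coding sets did not rise as often as the pseudogene loci and of 69 organelle loci 0 rose and 1 fell at an adjusted p under 0.05 in limma (median log2 difference -0.05, with 0 higher and 4 lower at an unadjusted p under 0.05). It cannot be told apart from a change in transcription, since sequences in many copies could gain more signal from DNA than protein-coding loci and no array without reverse transcription was analysed here. A response of the plants to compost stays open as a hypothesis and was not tested.

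The 5S ribosomal RNA control probe set, which the paper does not report, was 10.1 ± 0.05 (SD, n = 3) in compost and 9.13 ± 0.14 (SD, n = 2) in perlite, a log2 difference of 0.943 with all compost arrays above both perlite arrays, whereas the 25S probe set differed by 0.0168.

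The hybridization spike-in controls were higher than in perlite by 0.619 and 0.628 on the log2 scale on compost replicates 2 and 3 and by 0.229 on compost replicate 1. Less target on those 2 arrays would leave compost replicate 1 nearer to perlite. The data argue against this as the source of the called differences. Probe sets past the study's threshold in compost replicates 2 and 3 against 1 perlite array were compared between compost replicate 1 and the other perlite array, so that no array was shared, and a median near 0 would result if there were no real change. Called with perlite replicate 1, 220 of 220 probe sets differed in the same direction, with a median difference of 1.21 against 1.26 (96.3%), and called with perlite replicate 2, 171 of 171 did, with 1.41 against 1.31 (107%). This comparison was chosen after 1 that shared both perlite arrays (102%), whose result was in part fixed by the sharing. Whether there is a difference in target amount between all compost and all perlite arrays stays open.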

How the results depend on the processing

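The settings without compost replicates 2 and 3 and every count of pseudogene loci were added after the data were seen. Directions held throughout for the 30 named genes that were called. The 211 probe sets at the study's threshold ranged from 148 to 229 over all settings and from 191 to 229 without any single array. At an adjusted p under 0.05, the 1214 probe sets became 908 with array weights, 1763 median centred and 1744 quantile normalized again. With array weights limma called 27 of the 30 named genes, without SARD4 (adjusted p = 0.0659), AT4G21870 (0.0597) and PYK10 (0.0747). Some other settings with all arrays called more than 30, up to 35 when quantile normalized again. PDF1.2A, AKINBETA1 and ZAT10, not called in the main fit, had a lowest adjusted p over the settings of 0.0143, 0.017 and 0.0254 from limma. BIK1 and WRKY6, not called in the main fit either, had 0.0308 and 0.0433. Leaving out probe sets with a mean below the median, which lowers the number tested, gave 1863, of which 39.3% rose in place of 55.8%, and 3 lists in place of 5, because 2 lists called otherwise kept fewer than 3 members; genes removed by a filter have no value there.

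Without any single array limma called 0 probe sets at an adjusted p under 0.05, 0 with both limits (198 with all arrays), 0 of the 30 named genes and 0 pseudogene loci. The number of probe sets at an unadjusted p under 0.05 was then 4182 to 5677 (5298 with all arrays), and the smallest adjusted p was 0.0548 to 0.0667. The residual degrees of freedom fell from 3 to 2 and the prior from 1.42 to between 0.75 and 1.19, and the lone perlite array was assumed to vary like the compost arrays. Without compost replicates 2 and 3 the counts were also 0, with 3375 at an unadjusted p under 0.05, and 3 lists were called.

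Between 3 and 5 lists were called when any single array was left out. Jasmonic acid and ethylene lost its call without perlite replicate 1 (adjusted p = 0.154 from camera), compost replicate 2 (0.0601) and compost replicate 3 (0.0685), and without the cross-hybridizing probe sets (0.183), with a range of 0.00481 to 0.479 over all settings. WRKY transcription factors lost it without compost replicate 3 (0.0619), with a range of 0.0054 to 0.31. Camera with an estimated correlation called 0 lists, with 2 at an unadjusted p under 0.05, and fry, which tests a list against no change and not against the other genes, called 5. Over all settings the adjusted p was 1.37e-07 to 0.0917 for cold and CBF regulon, 1.84e-06 to 0.0917 for pathogenesis-related proteins and 2.16e-05 to 0.19 for salicylic acid and SAR. The photosynthesis list, never called, changed direction when quantile normalized again. The causes were not tested.

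The 46 pseudogene loci that rose became 75 median centred, 74 quantile normalized again, 25 without probe sets below the median and 16 without the cross-hybridizing probe sets.

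Compost and perlite share only the replicate numbers 1 and 2, and deviations of same-numbered arrays correlated at 0.027 and 0.0376. With the replicate block, limma called 205 probe sets at the study's threshold, 0 at an adjusted p under 0.05, 0 with both limits, 0 named genes and 0 pseudogene loci, with 4167 at an unadjusted p under 0.05, 1 residual degree of freedom and 5 lists called.

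Counting distinct loci in place of probe sets tells little here, since 116 of the 211 probe sets at the study's threshold have no gene listed. Promoter motif alternatives were not run.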

Differences from the paper's values

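The comparison by locus was made after the data were seen. The paper gives the loci of Table S1 as those that differed at its threshold. Its text names no adjustment, so the threshold is read here as a log2 difference beyond 1 and an unadjusted p under 0.05. By this reading 90 of the 211 probe sets called have a single locus named, of which 69 stand in Table S1. Another 21 do not, 19 of these higher and 2 lower in compost. With an adjusted p under 0.05 as well, all 69 stayed and 10 of the others did, all higher and 7 of them pseudogenes. Both limits together gave 23 lower probe sets, as many as the paper's down-regulated genes. The rest of the 21 outside Table S1, both lower ones among them, failed the adjusted limit, whereas no locus of Table S1 named here did. These values go with an adjusted p in the paper rather than an unadjusted one. They do not settle it, since 10 loci past both limits are not in Table S1 and most called probe sets have no name here. The log2 differences of the 69 match those of Table S1 to within 0.00028. Of the 211 probe sets, 116 have no gene listed and 5 have several, so the number of genes could not be set against the paper's.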

Other observations

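The metabolic genes in the first paragraph outside the lists were picked as large falls, after their values were seen, and no test of them as a group was run. The list tests were set before the data were examined. By then Table S1, which holds F6'H1, DFR and SDI2, had been read. Of 3 genes named here from a list of 17 of phenylpropanoid and flavonoid synthesis, F6'H1, of coumarin synthesis, rose by 2.28 on the log2 scale, whereas DFR and UF3GT, of anthocyanin synthesis, fell by 1.04 (standard error 0.04, adjusted p = 0.00539 from limma) and by 0.73 (standard error 0.07, adjusted p = 0.0198). The list, of which 1 rose and 2 fell (also when adjusted over the list alone), had a median of -0.73 and a mean of 0.17, opposite in sign, and was not called (adjusted p = 0.352 from camera). Among the largest falls of the named genes, ASPGB1, an asparaginase, had a log2 difference of -1.22 (standard error 0.12, adjusted p = 0.0195 from limma). The putative amino acid transporter AT3G56200 fell 2.30-fold (adjusted p = 0.0234 from limma). The allantoinase ALN had -0.95 (standard error 0.09, adjusted p = 0.0202) and the autophagy gene ATG8E had -0.94 (standard error 0.14, adjusted p = 0.0384), both from limma. The sulfur deficiency-induced gene SDI2 fell by 1.10 (standard error 0.06, adjusted p = 0.00776 from limma). BGLU28, of the same list of sulfur starvation genes, had 0.11 (standard error 0.06). BGLU28 lay below the 25th percentile of every array, so its value tells little. Without any single array the adjusted calls of these genes were lost, as were those of every probe set, and none of the genes changed its sign.

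Of 3 WRKY transcription factors named here from a list of 25, WRKY53 rose by 0.84 (standard error 0.05, adjusted p = 0.00817 from limma), and WRKY6 and WRKY22 had 0.46 and 0.05 and did not pass the test (2 higher when adjusted over the list alone). The list was shifted upward (adjusted p = 0.00956 from camera), with an adjusted p of 0.225 with an estimated correlation and 0.0619 without compost replicate 3. WRKY53 lost its adjusted call, as did every probe set, when any single array was left out. Of 5 jasmonic acid and ethylene genes, PDF1.2B rose, PDF1.2A, JMT and EIN3 had 0.75, -0.06 and 0.06, and 4 did not pass the test (2 higher when adjusted over the list alone). JMT lay below the 25th percentile of every array, so its value tells little. The mean signal of THI2.1 was below the 25th percentile too. The list had a median log2 difference of only 0.06, and 3 of its 5 members (PDF1.2A, PDF1.2B and THI2.1) also count in the pathogenesis-related list. Its call (adjusted p = 0.0288 from camera) was lost with an adjusted p of 0.19 with an estimated correlation, 0.183 with _s_at and _x_at left out, 0.154 without perlite replicate 1, 0.0601 without compost replicate 2 and 0.0685 without compost replicate 3. Of 2 members of the camalexin and indole list, FOX1, an oxidoreductase of indole metabolism, rose by 0.47 (standard error 0.07, adjusted p = 0.0363 from limma). Its call was lost without any single array, like that of every probe set. IGPS had 0.23 (adjusted p = 0.124 from limma), and both were higher when adjusted over the list alone.

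Lists with fewer than 3 named members were not tested as sets. Of iron status genes PYE had 0.39 and BHLH101 0.04 (1 higher when adjusted over the list alone), the copper chaperone CCS had -0.05, the clock gene GI had 0.20, and of senescence genes SAG29 had 0.23 and SAG101 0.05. AKINBETA1, of the darkness and carbon starvation list, had -0.69 (adjusted p = 0.0542 from limma, and lower when adjusted over the list alone). The photosynthesis genes LHCB4.1, PRK and RCA had -0.03, -0.09 and -0.05. The root marker EXPA7 had -0.14 while PYK10 rose, and the guard cell marker FAMA had -0.18. The reference gene list had an adjusted p of 0.978 from camera. No member could be named in the lists of abscisic acid and water deprivation, effector recognition, cytokinin and gibberellin inactivation, phosphate starvation, nitrate uptake and assimilation, heat shock, and flower and seed markers.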
